A study of Mus musculus with 2 samples. Its data were reported in "Spatial mapping of the total transcriptome by in situ polyadenylation" (2022).

How the data were processed

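Nuclei of C2C12 cells, a mouse myoblast line, were profiled by droplet-based single-nucleus RNA-sequencing with unique molecular identifiers (UMIs). One library came from nuclei treated with yeast poly(A) polymerase (yPAP), which adds adenines to free RNA ends so that RNAs without a poly(A) tail can be primed by oligo(dT). The other library came from nuclei processed without that step. Each group had 1 library and 6 files. The standard nuclei were, per the study's methods, also spared the warm incubation of the enzyme reaction, so enzyme and incubation cannot be separated here.

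The authors trimmed the reads and quantified them by 2 routes, both with the GRCm39 build and a GENCODE annotation. In the first route, the authors pseudoaligned reads to transcripts with kallisto and counted them with bustools in a strand-aware way. The deposited kallisto matrices hold estimated counts of UMIs per barcode and gene, not normalized, and 1.10% of the entries of the in situ polyadenylated library and 2.65% of those of the standard library were not whole numbers. They list every barcode. In the second route, the authors aligned reads to the genome with STAR, and the deposited STAR matrices hold whole-number UMI counts per gene and barcode, not normalized, for a subset of barcodes. How that subset was chosen is not given in the sources used here. Reads that match several genes can be split or moved between genes by either route, so genes with near-identical copies carry an uncertainty that no interval given here covers.

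The kallisto matrix was used as the main measurement. Nuclei were kept with more than 750 UMIs and under 5% of UMIs in mitochondrial genes, the filter of the study's methods. Doublets were not called or removed, and leaving out the 5% of nuclei with the most UMIs was tried as an alternative. UMIs of the retained nuclei were summed per gene, and the sums were rounded to whole numbers. Of 55414 genes, 54749 were matched by unversioned identifier to the GENCODE M39 annotation of the same build, which gave coordinates and RNA classes. The other 665 genes were kept as a class of their own. scaRNAs were counted with snoRNAs.

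Shares carry exact (Clopper-Pearson) 95% binomial intervals, and log2 ratios of shares or of CPM (counts scaled to an equal library total) carry the exact conditional interval of a ratio of 2 Poisson counts. These intervals cover counting error only. Intervals of list medians are order-statistic intervals over the genes of the list, so they describe spread among genes and not counting error. With 4 genes, as in the myoblast list, such an interval runs from the lowest to the highest gene and covers less than 95%. With 1 library per group there are no replicates, so no test was made between the groups, and nuclei were not treated as replicates. A count of 0 was set to a floor of 3 UMIs per library, which makes the ratio a bound. No ratio was given where both libraries were at or under the floor. Genes per nucleus were compared after thinning each nucleus to 750 UMIs without replacement, with entries rounded first.

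For 9 gene lists, the median log2 ratio over genes with at least 20 UMIs in both libraries together was placed among 10000 random lists of the same size matched in 20 bins of mean expression. That percentile describes these libraries and is not a test. Barcodes with 1 to 100 UMIs served as the background of free RNA. The genes to be named in the text were the 10 with the highest and the 10 with the lowest ratio among genes with at least 200 UMIs in at least 1 library, the most abundant gene of each library and of each RNA class in the in situ polyadenylated library, and 18 genes fixed in advance, of which those under 3 UMIs in both libraries are only counted. Of the genes fixed in advance, 1 is not reported here. Any other gene named, such as Mir6236, Peak1 or Zfp791, was picked after its values were seen. Designs, lists, naming rule and processing settings were set before the data were examined.

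After the data were examined, sequence shared with rRNA was traced. A 600-nt stretch of scaffold MU069435.1 (bases 1 to 600) that holds the motif AGTACGAGAGGAACC of the large-subunit rRNA at base 122 was matched to GRCm39 with BLAST+ 2.17.0, keeping alignments of at least 50 nt. A gene was said to share sequence with rRNA when a transcript held, on its own strand, a 31-mer of that stretch or of an annotated rRNA gene. A complete 28S rRNA sequence was not used here. 18 genes of other classes met this definition. Leaving out such genes, Mir6236, miRNA-class genes that match the stretch or are named as snoRNA, or Malat1, and thinning to 300 UMIs, were alternatives chosen after seeing the data.

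Other settings chosen in advance were the STAR matrix, minima of 500 and 1500 UMIs per nucleus, no mitochondrial limit, the barcodes deposited with the STAR matrix, the doublet filter, shares averaged over nuclei, a denominator without rRNA and mitochondrial UMIs, other thinning depths, other gene minima, other ranges of low-UMI barcodes, and a scaling that sets the median protein-coding gene with at least 50 UMIs in each library to 0. The ratio and list code was tested on simulated data for 4239 genes of this comparison, with changes of 3 in log2. In it, 100 of 100 raised genes and 100 of 100 lowered genes were recovered, and 96% of the intervals held the true ratio. Counts were drawn from the Poisson model that the intervals assume, without reads shared between genes. The test therefore checks the code, and not whether that model holds for these libraries or whether smaller changes are recovered. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.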

Results

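The data comprised 2 single-nucleus libraries of C2C12 myoblasts, 1 prepared after in situ polyadenylation and 1 by the standard protocol. The kallisto matrix of the in situ polyadenylated library held 6761140 UMIs over 445253 barcodes, and that of the standard library held 10593453 UMIs over 277095 barcodes. There were no replicates, so each comparison is between 2 libraries. Intervals of shares and ratios cover counting error only, and those of list medians cover spread among genes only.

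The first question was how many nuclei each library held and how deep they were. The filter retained 1335 in situ polyadenylated nuclei and 1123 standard nuclei. The mitochondrial limit removed 0 barcodes in either library. The median depth was 1088 UMIs (quartiles 873 and 1588.5) in in situ polyadenylated nuclei and 996 UMIs (quartiles 850 and 1284) in standard nuclei. Retained nuclei held 1974403 and 1382984 UMIs, which was 29.2% and 13.1% of the library totals. With the STAR matrix 3758 and 8226 barcodes passed the same filter, with medians of 4007.5 and 1996 UMIs. The barcodes deposited with that matrix, taken without the filter, numbered 3791 and 8474 and had kallisto medians of 593 and 416 UMIs.

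The next comparison asked which RNA classes gained or lost UMIs with in situ polyadenylation. rRNA made up 48.3% (95% interval 48.2 to 48.4) of UMIs in the in situ polyadenylated nuclei and 29.4% (29.3 to 29.4) in the standard nuclei. Nearly all of it was Rn18s-rs5, a single-exon gene on chromosome 17 (40157244 to 40159092), which was the most abundant gene of both libraries. Protein-coding genes fell from 55.5% to 29.0%, a log2 ratio of -0.93 (-0.94 to -0.93). lncRNAs fell from 13.1% to 2.44%, a log2 ratio of -2.42. Much of that was Malat1, and with it left out of class and totals lncRNAs held 1.99% and 1.15%, a log2 ratio of -0.79 (-0.81 to -0.76). The miRNA class rose from 0.510% to 18.5%, a log2 ratio of 5.18 (5.15 to 5.22). The snoRNA class rose from 61 UMIs to 4356 UMIs, or from 0.00441% to 0.221%, with a log2 ratio of 5.64 (5.28 to 6.03). The misc_RNA class had a log2 ratio of 4.09 (3.72 to 4.49) and snRNAs had one of 1.82 (1.32 to 2.36). The misc_RNA rise rested largely on 1 gene, 7SK, with 1382 of the 1485 UMIs of the class against 6 of 61. Fewer misc_RNA genes were detected in the in situ polyadenylated nuclei, 23 against 34. Mitochondrial rRNA differed little, at 0.340% and 0.313%.

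**Figure D1:**
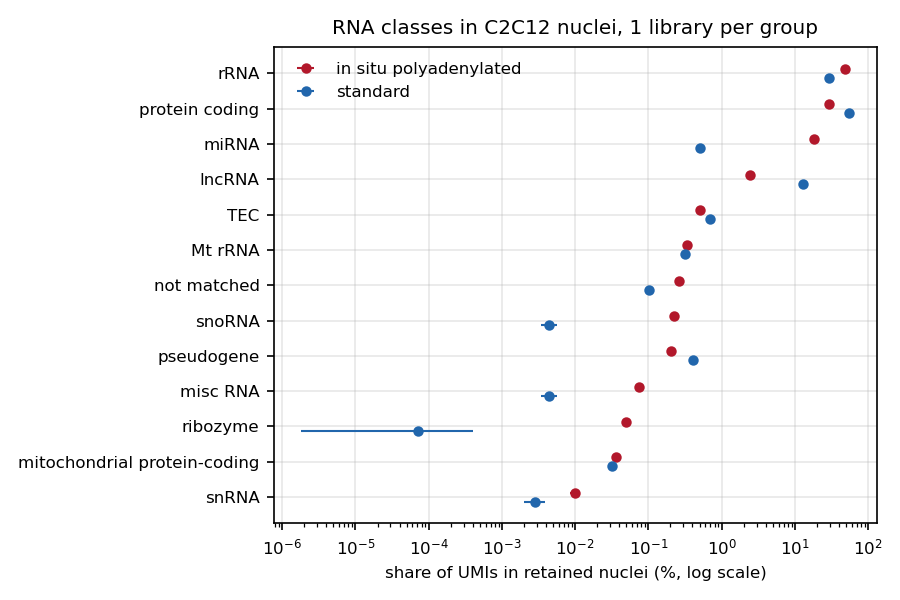
Share of UMIs by RNA class in retained nuclei, in percent on a log axis, with points for each library and bars for the exact 95% binomial interval (counting error only). The miRNA class stands at 18.5% in the in situ polyadenylated library and 0.510% in the standard library, while lncRNAs stand at 2.44% and 13.1%.

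The miRNA class rested on few genes. ENSMUSG00002075551, a 57-nt annotated gene on the minus strand of chromosome 13 (9884505 to 9884561, GRCm39), held 296466 UMIs in the in situ polyadenylated nuclei and 1 UMI in the standard nuclei, a log2 ratio of 17.66 (15.19 to 22.97). It shares 31-mers with the rRNA-like stretch, with a longest exact match of 46 nt. Together with Mir6236, at 3.48% and 0.500% of UMIs, it made up most of the class. The other 2192 genes of the class that neither share a 31-mer with rRNA nor are Mir6236 held 0.0229% (0.0209 to 0.0252) and 0.00962% (0.00805 to 0.0114). Without the genes that share a 31-mer and Mir6236, the log2 ratio of the class was 1.64, but that rested on 3 genes picked after their values were seen. Gm56171 (154 UMIs) and Gm55286 (94 UMIs) match the rRNA-like stretch over 324 nt and 267 nt, and Snord43 (135 UMIs) is named as a snoRNA, each with 0 UMIs in the standard nuclei. Without them 70 UMIs against 133 were left, a log2 ratio of -1.05 (-1.49 to -0.63), a fall that follows from leaving out genes picked for their high counts.

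In the in situ polyadenylated nuclei ENSMUSG00002075551 was either abundant or undetected. It had 0 UMIs in 828 nuclei and at least 15 UMIs in the other 507, in which its median share was 30.1% of UMIs (quartiles 22.8 and 37.5). Without its UMIs, 1169 nuclei would have passed the filter.

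**Figure D2:**
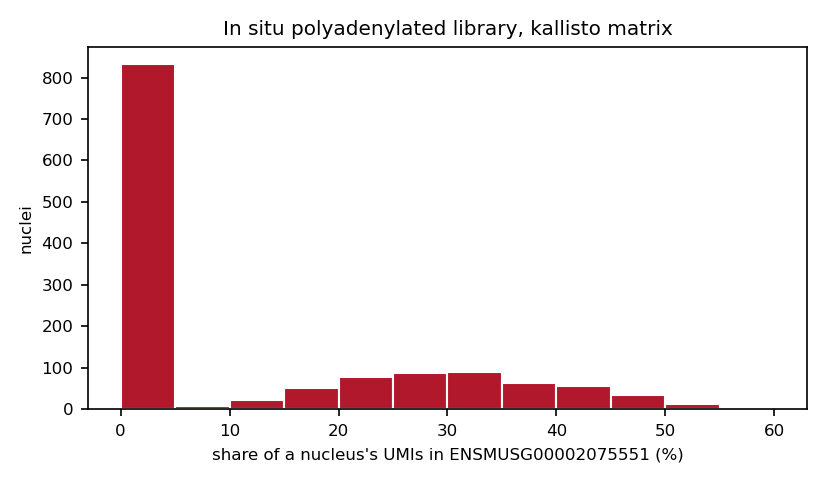
Number of in situ polyadenylated nuclei by the share of their UMIs in ENSMUSG00002075551, in bins of 5 percentage points. The first bin holds 832 nuclei, 7 nuclei lie between 5% and 10%, and the rest form a second group above.

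Detection was compared at equal depth, since deeper nuclei show more genes. Thinned to 750 UMIs, in situ polyadenylated nuclei had a median of 184 genes (quartiles 145 and 219) and standard nuclei had 372 (quartiles 340 and 406), with 0 and 3 nuclei left out as too shallow after rounding. Without thinning the medians were 261 and 477. In the 912 and 1123 nuclei with at least 300 UMIs outside rRNA and genes sharing 31-mers with it, the medians were 88.5 and 161 when all UMIs were thinned to 300, and 223 and 232 when those genes were left out before thinning to 300. After thinning, Malat1 had a UMI in 94.8% of in situ polyadenylated and 100% of standard nuclei. No cell type that lacks a given gene exists in these data, so such shares have no background of that kind.

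Gene ratios were computed from CPM over retained nuclei. Over 806 genes with at least 200 UMIs in at least 1 library the median log2 ratio was -1.26, and over 2114 protein-coding genes with at least 50 UMIs in each library it was -1.19. Changes are therefore also given relative to that protein-coding median, as relative log2 ratios. Among the 10 genes with the highest ratio, 4 share a 31-mer with rRNA, namely ENSMUSG00002075551, Tmem38b, Gm15564 and AA474408. Tmem38b had 3621 UMIs against 8 (relative log2 ratio 9.50), but fell under the STAR matrix, with a relative log2 ratio of -0.85. The other 6 were short noncoding genes. Rpph1, the RNA component of RNase P (chromosome 14, 51044906 to 51045224), had 850 UMIs against 1 and a log2 ratio of 9.22 (6.74 to 14.52). 7SK (Rn7sk, chromosome 9, 78082585 to 78082915) had 1382 UMIs against 6, a log2 ratio of 7.33 (6.21 to 8.78). Rmrp had 347 UMIs against 1 and Snord13 had 375 against 1. Snord118 (chromosome 11, 68964253 to 68964387) had 748 UMIs against 0 and Snord17 had 572 against 0. With the 0 set to the floor of 3 UMIs, their CPM were 175-fold and 134-fold higher. Membership of the 10 highest depends on that floor, since genes with 0 standard UMIs were ranked by a bound. Gm24616, with 218 UMIs against 0, was left out at a bound of 5.67, below AA474408 at 6.12.

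**Figure D3:**
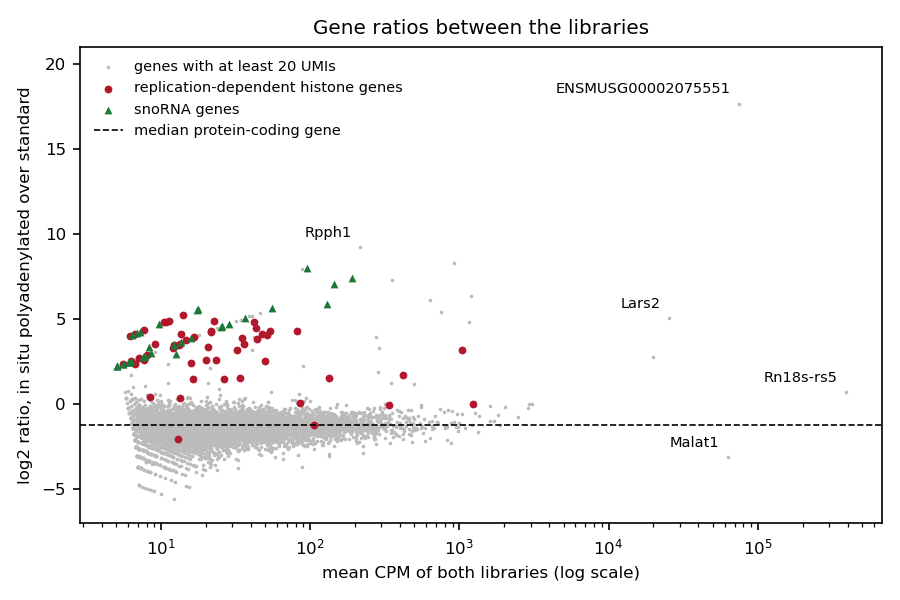
Log2 ratio of CPM, in situ polyadenylated over standard, against the mean CPM of both libraries on a log axis, for genes with at least 20 UMIs. Replication-dependent histone genes and snoRNA genes lie mostly above the dashed line at -1.19, the median protein-coding gene, and Malat1 lies below it.

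Malat1, a nuclear lncRNA of chromosome 19 (5845717 to 5853602), was among the 10 lowest genes, with 25803 UMIs against 156729, or 1.31% against 11.3% of UMIs. Its log2 ratio was -3.12 (-3.14 to -3.10) and its relative log2 ratio was -1.92 (-1.94 to -1.90). Gm49708 had the lowest ratio, with 25 UMIs against 226 and a relative log2 ratio of -2.50. The other 8 were Kcnq1ot1, 6820431F20Rik, Gm47164, Mid1, Gm17132, Rb1cc1, Epha5 and Nopchap1, with relative log2 ratios from -1.85 to -1.24. Epha5 rose under the STAR matrix, with a relative log2 ratio of 1.82.

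The most abundant protein-coding gene of the in situ polyadenylated library was Lars2 (chromosome 9, 123195952 to 123291731), with 97148 UMIs against 2044 and a log2 ratio of 5.06 (4.99 to 5.12). An exon of Lars2 matches the rRNA-like stretch over 140 nt at 99.3% identity. The most abundant genes of other classes were Gm37357 (TEC, 2914 UMIs against 48), Gm25541 (snRNA, 45 against 1), AY036118 (not matched to the annotation, 4419 against 110), Gm19220 (pseudogene, 886 against 169), mt-Rnr2 (5747 against 4052) and mt-Cytb (170 against 100), with mt-Tl1 and Bc1-ps1 at 2 against 1 each. Among the genes fixed in advance, 4 of 18 had under 3 UMIs in both libraries. Neat1 had CPM of 3081 and 3063, a relative log2 ratio of 1.20. Xist had a relative log2 ratio of -1.10 and Des of -0.14, while Gm42826 had one of 4.48. Under the STAR matrix Gm42826 had 13 UMIs against 28, a relative log2 ratio of 0.84. Vaultrc5 had 24 UMIs against 1, a log2 ratio of 4.07 (1.45 to 9.43). Myod1 had 15 against 13 and Gm10076 had 4 against 12.

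Gene lists were compared to ask whether groups of mRNAs moved together. The median of 52 replication-dependent histone genes had a relative log2 ratio of 4.63 (3.79 to 5.12), with 8 genes at the bound of a 0 count, above all 10000 random lists at percentile 100. The 7 replication-independent histone genes had -0.073 (-0.79 to 0.40), at percentile 69.4. The relative medians of ribosomal protein genes, nuclear genes of oxidative phosphorylation, S phase genes, G2/M genes and immediate early and heat shock genes were -0.21, -0.41, -0.22, -0.34 and -0.43, at percentiles 27.8, 12.01, 51.0, 5.77 and 15.1. Only 4 of 10 myoblast genes, 13 of 19 snoRNA host genes and 7 of 12 immediate early and heat shock genes had enough UMIs to enter their lists. The relative medians of the 13 snoRNA host genes and the 4 myoblast genes were 0.24 and 0.30, at percentiles 99.2 and 91.2. Both of these were below 0 by CPM, and their relative intervals included 0 (-0.41 to 0.62 and -0.51 to 0.89). Several of these small values changed sign under the STAR matrix, where the relative medians were 0.61 for ribosomal protein, 0.39 for immediate early and heat shock, 0.078 for S phase and 0.40 for replication-independent histone genes, but 4.28 for replication-dependent histone genes. The relative median of the replication-dependent histone list was lowest with a minimum of 1500 UMIs per nucleus, at 4.09.

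Low-UMI barcodes were compared with nuclei of the same library as a measure of free RNA. There were 229964 in situ polyadenylated and 226358 standard barcodes with 1 to 100 UMIs. In the in situ polyadenylated library, the snoRNA share was 1.29% in low-UMI barcodes and 0.221% in nuclei, a log2 ratio of 2.55 (2.50 to 2.60). The miRNA share was 3.60% and 18.5%, a log2 ratio of -2.36 (-2.37 to -2.35). rRNA made up 55.7% and 48.3%. In the standard library, snoRNA was 0.00986% in low-UMI barcodes and 0.00441% in nuclei. Restricting the range to 1 to 10 UMIs reversed the rRNA difference of the in situ polyadenylated library, to a log2 ratio of -0.26.

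The kallisto and STAR matrices were compared over the same barcodes, 1328 of the in situ polyadenylated and 1123 of the standard nuclei. STAR gave 5.86 times as many UMIs as kallisto in the former and 4.51 times as many in the latter. In the standard library, the median ratio of STAR to kallisto UMIs was 2.55 over 82 single-exon protein-coding genes and 12.2 over 1027 protein-coding genes with introns in over 90% of the gene body. The snoRNA share in the in situ polyadenylated nuclei was 0.225% by STAR and 0.221% by kallisto. The rRNA share there was 15.8% by STAR and 48.2% by kallisto. In the STAR matrix of all deposited barcodes, Rn18s-rs5 made up 14.1% of UMIs in the in situ polyadenylated library and 14.5% in the standard library.

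**Figure D4:**
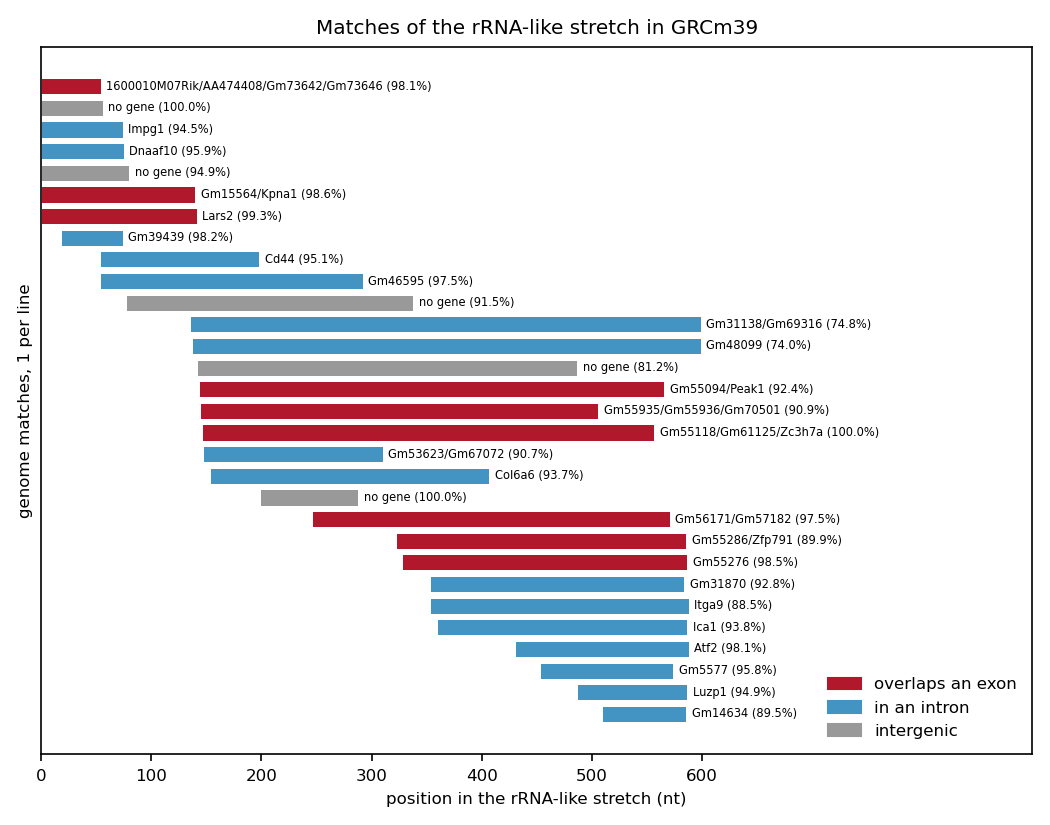
Positions at which 30 matches of at least 50 nt in GRCm39 align to the 600-nt rRNA-like stretch, with 1 bar per match, the overlapping genes and the percent identity beside it, and color for exon, intron or intergenic position. Matches include an exon of Lars2 (99.3%), an intron of Peak1 that holds Gm55094 (92.4%) and Gm55276, the current name of ENSMUSG00002075551 (98.5%).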

Values the study reported

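The study reported that intergenic reads differed between the single-nucleus libraries, at 6.8% versus 40%. It loaded 3,300 nuclei, and aimed to capture 2,000 of them. In situ polyadenylation was run at 37 °C for 25 min.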

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

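All tests in this part, of Peak1 mRNA, of other genes with rRNA-like sequence, of dilution and of the order of snoRNA shares over depth, were chosen only after the result, or values that largely fix it, had been seen.

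A signal appeared in the STAR matrix that the main measurement did not hold. Over all barcodes deposited with it, Peak1 made up 30.8% (95% interval 30.8 to 30.9) of UMIs in the in situ polyadenylated library and 0.0993% in the standard library. ENSMUSG00002076173, annotated as a 57-nt miRNA gene, made up 19.1% and 0.0181%. Both were picked after their values were seen. In the kallisto matrix of retained nuclei Peak1 had 135 UMIs, and its relative log2 ratio was 0.17 (-0.16 to 0.50). The log2 ratio of STAR shares was 8.28, over all deposited barcodes and not relative to the protein-coding median. The kallisto value argues against a matching rise of Peak1 mRNA. Higher transcription of Peak1 seen only as intron RNA stays open, because the kallisto matrix counts reads on transcripts and cannot show introns. The stretch with rRNA-like sequence matches a Peak1 intron on the strand of the gene, and ENSMUSG00002076173 is contained in it exactly at bases 366 to 422. The 12 other genes outside the rRNA class with 31-mers of the stretch in their bodies held 4.07% of STAR UMIs in the in situ polyadenylated library and 0.0668% in the standard library, and 1.44% and 0.0631% with Zfp791 also left out. A candidate explanation is that tailed rRNA fragments were aligned to these copies. The reads themselves were not analysed here, and no biological explanation other than a rise of Peak1 mRNA was tested.

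The snoRNA share in low-UMI barcodes of the in situ polyadenylated library was 1.29%, against 0.00986% in those of the standard library. Within the in situ polyadenylated library the low-UMI barcodes exceeded the nuclei. Dilution of nuclei by rRNA-like counts does not account for this, because the log2 ratio of low-UMI barcodes over nuclei was still 2.19 (2.15 to 2.24) without rRNA, genes sharing 31-mers with it and Mir6236. The share was 1.08% in barcodes of 1 to 10 UMIs and 0.403% in those of over 100 and up to 500 UMIs. That order may reflect free snoRNA outside nuclei, although the share over 1 to 100 UMIs was higher than that over 1 to 10. Most barcodes of 1 to 10 UMIs had 1 UMI, and their make-up differed. Protein-coding genes held 47.7% of UMIs there against 32.4% over 1 to 100 UMIs. The range of 1 to 10 UMIs is therefore a poor measure of free RNA, and the order over depth does not decide the question. Whether the RNA left nuclei during the reaction or came from the cytoplasm was not tested.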

How the results depend on the processing

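The alternatives that leave out rRNA-like genes, Mir6236, other miRNA-class genes or Malat1, and those thinned to 300 UMIs, were chosen after seeing the data, and the others were planned. No paired analysis was possible because each group has 1 library. Except where an alternative's own construction is given as the reason, the cause was not tested. Removing the mitochondrial limit changed 0 values, since it removed no barcode, and the 2 other scalings shift every gene ratio by 1 constant, so these say nothing about stability. They are left out of the counts that follow, as are the 3 alternatives for RNA classes that leave out genes picked for their values. Of the values that answer a comparison, with gene lists by CPM, 85 stayed within their interval or within 1.5 times, 92 moved and 3 changed sign. Of those for single genes and lesser classes, 153 stayed, 75 moved and 7 changed sign from a value whose interval excluded 0. Another 6, of Neat1, mt-Cytb, Myod1 and mt-Rnr2, changed sign from a value whose interval included 0, and are among those that stayed or moved. Both sets of counts still include the denominator without rRNA and mitochondrial UMIs. That denominator also shifts each class ratio by 1 constant, so it says nothing about stability either. It gave 1 that stayed and 5 that moved of the comparison values. Of the lesser classes it gave 2 that stayed, 2 that moved and 1 of the 7 sign changes. Of 45 relative list medians under other settings, 10 changed sign. These leave out the minima of 1 and 100 UMIs per list gene, run by CPM only. There, snoRNA host genes (-1.25 at 1 UMI) and myoblast genes (-1.33 at 100 UMIs) fell below the protein-coding median of -1.19. Replication-independent histone genes (-1.09 at 100 UMIs) rose above it.

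The snoRNA, snRNA and misc_RNA log2 ratios stayed above 0 and the protein-coding and lncRNA ones below 0 under each alternative run, while the miRNA one fell below 0 under 1 alternative given below. With the STAR matrix, 3758 in situ polyadenylated and 8226 standard nuclei passed, with medians of 4007.5 and 1996 UMIs. The class log2 ratios were then -0.29 for protein-coding, -2.00 for lncRNA, 0.076 for rRNA, 6.42 for miRNA, 3.78 for snRNA and 4.63 for misc_RNA. The miRNA value rested largely on ENSMUSG00002076173, and Peak1 raised the protein-coding one. Over all deposited barcodes these genes held 19.1% and 30.8% of STAR UMIs in the in situ polyadenylated library, against 0.0181% and 0.0993%. The median protein-coding gene had a log2 ratio of -1.95. TEC (0.13), mitochondrial protein-coding (-0.13) and mitochondrial rRNA (-0.25) changed sign, as did Gm42826 (-1.11), Tmem38b (-2.80) and Rn18s-rs5 (-0.051). Relative to the protein-coding median these 3 had 0.84, -0.85 and 1.90, so only Tmem38b changed direction on that scale, as did Epha5 (1.82). Standard nuclei had 532 genes at equal depth. Of the 10 highest and the 10 lowest genes, 2 and 1 were shared. Relative list medians changed sign for ribosomal protein (0.61), immediate early and heat shock (0.39), S phase (0.078) and replication-independent histone genes (0.40). The list medians by CPM were 2.33 for replication-dependent histone genes, -2.07 for oxidative phosphorylation, -1.78 for snoRNA host genes, -1.87 for S phase and -2.15 for G2/M genes. No STAR ratio was given for Snord17, Rmrp, Gm17132, AA474408 and Gm47164, with 0 UMIs in both libraries, nor for Gm10076 at a minimum of 1500 UMIs.

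A minimum of 500 UMIs gave 2510 and 2874 nuclei with medians of 772.5 and 675 UMIs, by construction. The log2 ratios were -0.89 for protein-coding, -2.38 for lncRNA, 0.71 for rRNA and 4.94 for miRNA, and 6 of the 10 lowest genes were shared. A minimum of 1500 UMIs gave 371 and 192 nuclei with medians of 2202 and 2012 UMIs. The log2 ratios were -1.06, -2.46, 0.75 and 5.75 in the same order, 3 of the 10 lowest genes were shared, and the medians of ribosomal protein and oxidative phosphorylation genes were -1.66 and -1.92. The barcodes deposited with the STAR matrix gave 3791 and 8474 barcodes with medians of 593 and 416 UMIs. The log2 ratios were -0.87, -2.29, 0.73 and 4.84 in the same order, 6.11 for snoRNA and 2.63 for snRNA, 3 of the 10 lowest genes were shared, and the ribosomal protein median was -1.13, or 0.078 relative to the protein-coding median. Replication-independent histone genes had relative medians of 0.12, 0.028, 0.30 and 0.056 with minima of 500 and 1500 UMIs, the deposited barcodes and the doublet filter, and myoblast genes had -0.28 at 1500 UMIs. Without the 5% of nuclei with the most UMIs they were -0.89, -2.44, 0.73 and 4.92, and 5 of the 10 lowest genes were shared.

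Averaging shares over nuclei gave log2 ratios of -0.87 for protein-coding, 0.74 for rRNA and 4.84 for miRNA. A denominator without rRNA and mitochondrial UMIs gave -0.48 for protein-coding, -1.97 for lncRNA, 5.64 for miRNA, 6.10 for snoRNA and 4.55 for misc_RNA. TEC changed sign to 0.00056 by construction, since this denominator shifts every class by the same amount. Leaving out genes that share a 31-mer with rRNA gave -0.88 for protein-coding, -2.24 for lncRNA, 1.05 for rRNA and 3.11 for miRNA. With Mir6236 also left out these were -0.82, -2.18, 1.10 and 1.64. With miRNA-class genes that match the rRNA-like stretch or are named as snoRNA left out too, the miRNA class changed sign to -1.05, by construction, since these genes were picked for their high counts. Without Malat1 the lncRNA log2 ratio was -0.79.

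Genes per nucleus were 261 and 477 without thinning and 304 and 706.5 at 1500 UMIs, by construction, since deeper nuclei show more genes. They were 81 and 162 at 300 UMIs, 88.5 and 161 at 300 UMIs in nuclei with at least 300 UMIs outside rRNA and genes sharing 31-mers with it, and 223 and 232 in these nuclei without such genes.

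Setting the median protein-coding gene to 0 shifted every list by the same amount. The medians were 4.63 for replication-dependent and -0.073 for replication-independent histone genes, -0.21 for ribosomal protein, -0.41 for oxidative phosphorylation, -0.22 for S phase, -0.34 for G2/M and -0.43 for immediate early and heat shock genes, while snoRNA host genes (0.24) and myoblast genes (0.30) changed sign. With rRNA, genes sharing 31-mers and Mir6236 left out of the totals, the medians were 4.78, 0.069, -0.071, -0.27, -0.079, -0.20 and -0.29 in that order, and 0.38 and 0.44 for snoRNA host and myoblast genes. Replication-independent histone, snoRNA host and myoblast genes changed sign by construction, as did Des at 0.00085, and 6 of the 10 highest genes were shared. The protein-coding median was 0.14 there. Gene minima of 50 and 1000 UMIs shared 1 and 1 of the 10 lowest genes, and 1000 UMIs shared 5 of the 10 highest.

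In barcodes of 1 to 10 UMIs, the log2 ratios over in situ polyadenylated nuclei were 0.72 for protein-coding, -0.26 for rRNA (changed sign), -2.48 for miRNA and 2.29 for snoRNA. Over standard nuclei they were 0.26 for protein-coding, -0.49 for rRNA and -0.29 for miRNA. In barcodes of over 100 and up to 500 UMIs they were 0.13, 0.24, -1.44 and 0.87 in the in situ polyadenylated library and 0.023, 0.097, -0.031 and -0.030 in the standard library, where rRNA and snoRNA changed sign. Depth limits the standard library in the rare classes, such as snoRNA with 61 UMIs, snRNA with 39 and ribozyme with 1.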

Other observations

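The tests of ENSMUSG00002075551, of Mir6236, of Malat1, of barcode number and of the S phase, pooled histone, rRNA sharing and replication-independent histone values were chosen only after the result was seen, while those of exon length and exon GC content in histone genes were set before their values were known.

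The miRNA class rose in the in situ polyadenylated library. Genes that share a 31-mer with rRNA held 81.1% (81.0 to 81.2) of the miRNA-class UMIs, although they were 0.363% of the genes of the class. Of these 8 genes only 1 was detected, ENSMUSG00002075551, so the 81.1% is the share of a single gene already seen to be abundant. Since this gene holds rRNA-like sequence, much of the rise may be rRNA sequence counted in it. Transcription of the annotated gene ENSMUSG00002075551 stays open. The STAR matrix gave it 0.223% of the 296300 UMIs that kallisto gave it in the same barcodes. Over the nuclei that passed the filter with the STAR matrix, however, the gene had 1090 UMIs against 2 (relative log2 ratio 11.03). Its copies can also draw reads away from it. Mir6236 held 18.8% of the class, and shared 0 31-mers with an rRNA set that lacks a complete 28S rRNA. For Mir6236, rRNA and transcription of its own locus cannot be told apart, because the missing sequence keeps it open.

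ENSMUSG00002075551 was absent from some nuclei and abundant in others. If STAR UMIs in its copies Peak1 and ENSMUSG00002076173 stand for the same RNA, a subpopulation that alone holds it is argued against. Nuclei with 0 UMIs of the gene had a median of 43.6% of their STAR UMIs in those copies, against 53.4% in the other nuclei. A subpopulation that transcribes the gene's own locus stays open. The share of barcodes with the gene climbed with their other UMIs, at 0.404% for over 10 and up to 100, then 6.20%, 11.1%, 16.8%, 20.6% and 32.0%, to 49.3% for over 2000. Low depth as the whole cause is argued against, because 50.7% (42.3 to 59.0) of 148 barcodes with over 2000 other UMIs had 0 UMIs of it, but a part played by depth stays open. No nucleus had 1 to 10 UMIs (0 nuclei), and the lowest count was 15. An all-or-none assignment of shared reads during counting is a candidate explanation. Sparse detection of this gene in the kallisto matrix could then be a counting effect, which only the reads could show.

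Malat1 was lower in the in situ polyadenylated library. A few genes taking most of the UMIs does not account for it, since its log2 ratio was still -1.92 with the median protein-coding gene at 0. Per protein-coding UMI, Malat1 in low-UMI barcodes over nuclei had a log2 ratio of 0.52 (0.50 to 0.54) in the in situ polyadenylated library and -0.40 in the standard library. Between the low-UMI barcodes of the libraries, however, Malat1 per protein-coding UMI was also lower in the in situ polyadenylated one, with a log2 ratio of -1.27 (-1.28 to -1.25). Loss of the RNA from nuclei into the suspension stays open, because RNA that left the suspension before capture was not measured. The incubation that only one library received is an untested alternative to the enzyme itself, as are other steps that differed.

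Replication-dependent histone genes were higher in the in situ polyadenylated library. More nuclei in S phase is argued against by the S phase list, with a relative median of -0.22 (-0.53 to 0.06), and of 0.078 under the STAR matrix, where the histone list stood at 4.28. The list stood at percentile 100 among random lists matched on expression and exon length and at percentile 100 among those matched on exon GC content. These matches used wide bins. The median exon length was 532 nt in the list and 7294.5 nt over all protein-coding genes with at least 20 UMIs. Genes in the shortest bin can thus be longer than the histone genes, and an effect of short length is not excluded. Splitting of reads between histone genes within the list cannot move the pooled ratio, which was 2.52 (2.47 to 2.58) relative to the protein-coding median. Sharing of reads with histone copies outside the list was not tested. Without the gene that shares a 31-mer with rRNA, the median of 51 genes was 4.59. The replication-independent histone genes, whose mRNAs have poly(A) tails, had a relative median of -0.073, and of 0.40 under the STAR matrix. Capture of mRNAs that lack a poly(A) tail may explain the rise, as a hypothesis found and tested on the same 2 libraries.

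The STAR matrix of the standard library listed 8474 barcodes and that of the in situ polyadenylated library 3791. Both are higher than the number of nuclei loaded that is quoted from the study above, so not each barcode is a loaded nucleus.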
